# Upregulation of Spinal miR-155-5p Contributes to Mechanical Hyperalgesia by Promoting Inflammatory Activation of Microglia in Bone Cancer Pain Rats

**DOI:** 10.3390/life12091349

**Published:** 2022-08-30

**Authors:** Yanping Jian, Zongbin Song, Zhuofeng Ding, Jian Wang, Ruike Wang, Xinran Hou

**Keywords:** bone cancer pain, mechanical hyperalgesia, miR-155-5p, *Sgk3*, microglia

## Abstract

Bone cancer pain (BCP) seriously deteriorates the life quality of patients, but its underlying mechanism is still unclear. Spinal microRNAs might contribute to the development of BCP and the role of microglial activation is controversial. In this study, we established a BCP model by injecting Walker 256 breast carcinoma cells into the tibial intramedullary cavity of rats and significant hyperalgesia was observed in the BCP rats. The lumbar spinal cords were harvested to perform RNA sequencing (RNA-seq), and 31 differentially expressed miRNAs (26 upregulated and 5 downregulated) were identified in the BCP rats. Among them, miR-155-5p was significantly upregulated in the BCP rats. Spinal microglial activation was observed during BCP development. miR-155-5p could be expressed in spinal microglia and was significantly upregulated in microglia treated with lipopolysaccharide (LPS) in vitro. Serum/glucocorticoid regulated kinase family member 3 (*Sgk3*) was predicted to be the possible downstream target of miR-155-5p and this was confirmed using a dual-luciferase reporter assay in vitro. The inhibition of miR-155-5p restored *Sgk3*-expression-attenuated microglial activation and alleviated hyperalgesia in the BCP rats. In conclusion, spinal miR-155-5p/*Sgk3*/microglial activation might play an important role in BCP pathogenesis.

## 1. Introduction

Bone cancer pain (BCP) is chronic pain caused by primary or metastatic tumors damaging or injuring the bony skeleton; BCP is the most common type of chronic cancer pain [1]. Bone metastases from elsewhere are the most common form of bone cancer pain, where the relative incidence of bone metastases is 60–70% in advanced breast cancer [2,3,4]. BCP is, to some extent, a unique type of chronic pain that is characterized by nociceptive and neuropathic components and is manifested clinically as a mixture of steady ongoing pain and breakthrough pain caused by weight-bearing or movement [2,5]. Unfortunately, current therapeutic options for BCP are quite limited and nonspecific with considerable side effects [6]; thus, novel strategies based on its pathogenesis are needed to effectively improve these patients’ living quality.

MicroRNAs (miRNAs) are small non-coding RNAs with a length of about 20 to 25 nucleotides that can bind to specific sequences in the 3′ untranslated region (UTR) of the target mRNAs (seed region) and cause translational repression or mRNA degradation. The role of miRNA in chronic pain mechanisms in various animal models has been researched in recent decades [7], and some miRNA targets may be involved in BCP development, such as miR-124 [8] and miR-135-5p [9]; however, further studies are still necessary to explore the role of other miRNAs in BCP pathogenesis. In the present study, miR-155-5p was significantly upregulated in the lumbar enlargement of the spinal cord of BCP rats, as found using RNA-seq analysis. Possibly by activating microglia [10,11], miR-155-5p is involved in the spinal mechanism of neuropathic pain [12,13], and the suppression of miR-155-5p could attenuate the neuropathic pain caused by diabetes mellitus [14] and spinal cord injury [15]. However, the role of miR-155-5p in BCP has rarely been investigated.

It is well acknowledged that neuroinflammation in the central nervous system (CNS), which is characterized by the activation of glial cells, such as microglia and astrocytes, plays an important role in the regulation of chronic pain [16,17,18]. Microglia, which are the tissue-resident macrophages of the CNS, change into a reactive hypertrophic shape from a normal ramified surveillance shape and proliferate markedly (referred to as microgliosis), and produce a variety of pro-inflammatory factors, such as TNF-α (tumor necrosis factor), IL-1β (interleukin 1 beta), and IL-6 (interleukin 6), during chronic pain [19,20], causing aberrant hyperexcitability of neurons [20] and regulating synaptic transmission in the spinal cord dorsal horn [19]. Furthermore, the activated microglia in the spinal cord dorsal horn could also degrade the extracellular perineuronal nets, thereby enhancing the activity of projection neurons and inducing pain hypersensitivity [21]. When it comes to BCP, some researchers found that spinal microglial activation contributes to BCP development and inhibiting microglia activation using pharmacological methods attenuates BCP [22,23,24]; however, others demonstrated that microglial activation is not necessary for BCP pathogenesis [25,26]. Thus, in this study, we attempted to verify the role of microglial activation in the spinal cord of BCP rats.

Taken together, in the current study, we tried to test the hypothesis that the aberrant expression of miR-155-5p in the spinal cord, which was filtered out using RNA-seq (RNA sequencing), mediates microglial activation, possibly by inhibiting *Sgk3*, and finally promotes BCP development.

## 2. Materials and Methods

### 2.1. Bone Cancer Pain Model

Female Sprague Dawley (SD) rats (weights 80–100 g and 200–250 g) were obtained from Hunan SJA Laboratory Animal Co., Ltd. (Changsha, China)., and were housed in a thermostatic room maintained at 22 ± 2 °C with a 12 h dark/light cycle and had free access to food and water. The BCP model was constructed as previously described [27]. Female SD rats (80–100 g) received an intraperitoneal inoculation of Walker 256 breast carcinoma cells. After 7–10 days, Walker 256 cells for inoculation were extracted from the ascitic fluid and resuspended to a final concentration of 1 × 10^7^ cells/mL. Then, female SD rats (200–250 g) were anesthetized with isoflurane. The left hindlimb of each rat was shaved and disinfected with a povidone–iodine solution. A minimal incision was made across the femoral–tibial region and a 22-gauge needle was inserted into the tibial intramedullary canal. A volume of 10 μL heat-killed cells (sham group) or the prepared Walker 256 cells (1 × 10^5^ cells) (BCP group) were slowly injected into the bone cavity. The cavity was immediately sealed using bone wax after the syringe was removed, and the incision was sutured with a 3-0 silk thread and disinfected.

All experiments were approved by the Animal Care and Use Committee of Central South University (no. 2020sydw0168) and performed following the International Association for the Study of Pain guidelines.

### 2.2. Behavioral Assessment

As described earlier [28], the paw withdrawal mechanical threshold (PWMT) of the left hind paw was measured to evaluate mechanical hyperalgesia. Briefly, rats were individually placed in plastic boxes (22 × 12 × 12 cm^3^) with a metal mesh floor and acclimated for 30 min. Von Frey monofilaments (Aesthesio, San Jose, CA, USA), starting with 0.4 g and ending with 15 g in ascending order, were applied to the plantar surface of the left hind paw. Quick paw withdrawal or licking was considered a positive response. Gradually increased stimulation was applied until three positive responses were evoked out of five applications, and the lowest Von Frey force was recorded as the PWMT. Measurements were repeated three times and averaged in every rat at intervals of 10 min.

### 2.3. Tissue Preparation

After the behavioral assessments were completed, the rats were euthanized. The left tibia was preserved in 4% paraformaldehyde, decalcified in 10% EDTA, and sectioned and stained with hematoxylin and eosin (H&E). The lumbar spinal cord (L4–L6) was quickly harvested on ice and snap-frozen in liquid nitrogen for miRNA sequencing, RT-qPCR, and Western blot detection. The rest of the rats in each group were transcardially perfused with 0.1 M PBS and 4% paraformaldehyde (pH 7.4) for prefixation. The lumbar spinal cords were taken out and immersed in 4% polyformaldehyde for post-fixation and frozen for fluorescence in situ hybridization (FISH) and immunofluorescence.

### 2.4. Sequencing and Analysis of miRNAs

Total RNA was extracted from the lumbar spinal cord tissue using an RNeasy Mini Kit (Cat# 74106, Qiagen, Hilden, Germany) according to the manufacturer’s instructions, followed by RNA purification, library construction using NEBNext^®^ Multiplex Small RNA Library Prep Set for Illumina (Cat# E7580S, NEB, Ipswich, MA, USA), and miRNA sequencing that was performed on Illumina NovaSeq 6000 system conducted by Shanghai Biotechnology Corporation, generating more than 30 million 50-base single-end reads per sample. Then, raw reads were processed using the FASTX Tool kit (version 0.0.13, http://hannonlab.cshl.edu/fastx_toolkit, accessed on 15 February 2021) to filter out the low-quality reads, as well as sequences with 3′ primers, with 5′ primers, with poly-A tails, or with insert tags to obtain clean reads. By confining the length to 18–40 nucleotides, clean reads were mapped to a rat reference genome (Rnor 6.0) using Bowtie (v2.2.3, http://bowtie-bio.sourceforge.net, accessed on 15 February 2021) to obtain different types of small RNA, among which known miRNAs were identified via their lengths (21–22 nucleotides) and the annotation in miRbase (version: 22.0) and quantified using TPM (transcripts per kilobase of exon model per million mapped reads); then, edgeR was used to identify differentially expressed miRNAs.

### 2.5. N9 Cell Culture and Treatment

The N9 cell line was a gift from the Chinese Academy of Sciences. The cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% fetal bovine serum (Gibco, New York, NY, USA) and 1% penicillin/streptomycin. Cells were maintained at 37 °C in a humidified chamber containing 5% CO_2_ and 95% air. The medium was refreshed every two days. Cells were divided and seeded in 6-well cell culture plates. The cells in the LPS group were treated with lipopolysaccharide (LPS, *E. coli* O111, Sigma, St. Louis, MO, USA), with a final concentration of 1000 ng/mL. The control (Con) group was given the same volume of sterile PBS. Cells were harvested after 24 h of LPS treatment.

### 2.6. Real-Time Quantitative PCR (RT-qPCR)

Total RNA was extracted using TRIzol (Invitrogen, Waltham, MA, USA), and cDNA was generated using the All-in-One^TM^ miRNA First-Strand cDNA Synthesis Kit (GeneCopoeia, Guangzhou, China) for the miRNA analysis and the All-in-One^TM^ mRNA First-Strand cDNA Synthesis Kit (GeneCopoeia, China) for the mRNA analysis according to the manufacturer’s instructions. The All-in-One^TM^ miRNA qPCR Kit or the All-in-One^TM^ mRNA qPCR Mix (GeneCopoeia, China) was used for the qPCR. For the miRNA qPCR, 3.9 μL double-distilled water, 10 μL 2 × All-in-One qPCR Mix, 2 μL All-in-One^TM^ miRNA qPCR Primer (2 μM), 2 μL Universal Adaptor PCR Primer (2 μM), 0.1 μL ROX Reference Dye (30 μM), and 2 μL of complementary DNA (cDNA) were successively added to each well of a 96-well real-time polymerase chain reaction plate (Axygen, Union City, CA, USA). For the mRNA qPCR, 5.6 μL double-distilled water, 10 μL 2 × All-in-One^TM^ qPCR Mix, 2 μL qPCR Primer (2 μM), 0.4 μL ROX Reference Dye (30 μM), and 2 μL of complementary DNA (cDNA) were successively added to each well of a 96-well real-time polymerase chain reaction plate (Axygen, Union City, CA, USA). Each sample was tested in duplicate. Then, qPCR assays were carried out using the Applied Biosystems 7300 fast thermocycler. For the miRNA qPCR, the PCR reactions were incubated at 95 °C for 10 min; followed by 40 cycles of 95 °C for 10 s, 60 °C for 20 s, and 72 °C for 10 s; and then by melting curve analysis. For the mRNA qPCR, the PCR reactions were incubated at 95 °C for 10 min; followed by 40 cycles of 95 °C for 10 s, 60 °C for 20 s, and 72 °C for 15 s; and then by melting curve analysis. U6 or GAPDH was used as the internal reference. Some primers were ordered from GeneCopoeia, and the catalog numbers were as follows: U6 primer—cat# RmiRQP9003, rno-miR-155-5p primer—cat# RmiRQP0890, rat *Sgk3* primer—cat#CS-RQP0002, U6 primer—mouse#MmiRQP9002, mmu-mir-155-5p primer—mouse#MmiRQP0890, and mouse *Sgk3* primer—mouse#MQP025071; others were from Sangon Biotech Co., Ltd. (Shanghai, China), and the sequences are shown in Supplementary Table S1.

### 2.7. Western Blot Analysis

Spinal cord samples were lysed using ice-cold RIPA buffer with protease inhibitors (Beyotime, China), followed by centrifugation at 12,000 g/min for 30 min at 4 °C. Supernatants were collected, and protein concentrations were determined with the BCA protein quantitative analysis kit (Beyotime, Shanghai, China). After the addition of a loading buffer and thermal denaturation at 99 °C for 5 min, proteins were separated using 8% sodium dodecyl sulfate–polyacrylamide (SDS-PAGE) gels and transferred to PVDF membranes (Millipore, Bedford, MA, USA) at 120 mA for 60 min. Membranes were blocked with 5% nonfat milk for 2 h at room temperature and were incubated with a rabbit anti-SGK3 antibody (1:1000, Servicebio, Wuhan, China) and rabbit anti-GAPDH antibody (1:1000, Proteintech, Rosemont, IL, USA) at 4 °C overnight. Following three washes with TBST for 10 min, membranes were incubated with the horseradish-peroxidase-conjugated secondary antibodies (1:5000, Absin, Shanghai, China) for 1 h at room temperature. Immunoreactive proteins were visualized using super ECL Western blot detection reagents (Millipore, Burlington, MA, USA). The intensity of each band was quantified using ImageJ software (National Institutes of Health, Bethesda, MD, USA) and normalized to that of GAPDH.

### 2.8. Fluorescence In Situ Hybridization (FISH) and Immunofluorescence Assay

Frozen sections were prepared according to the FISH kit protocol (Boster, Wuhan, China). Oligonucleotide probes complementary to rno-miR-155-5p were purchased from Servicebio (Wuhan, China). The probe was labeled with digoxin, and the sequence was as follows: 5′-DIG-ACCCCTATCACGATTAGCATTAA-DIG-3′; scrambled locked nucleic acid (LNA) probes were used as a negative control. Sections were fixed in 4% paraformaldehyde for 10 min and digested with proteinase K (20 mg/mL) (Boster, Pleasanton, CA, USA) for 15 min at 37 °C. Then, prehybridization was conducted with prehybridization buffer (Boster, USA) for 1 h at 37 °C. The miR-155-5p probe was diluted with hybridization buffer to 1 mmol/L and incubated for 16 h at 37 °C. After hybridization, the excess probe was washed in 2 × SSC for 10 min at 37 °C, 1 × SSC two times for 5 min each at 37 °C, and 0.5 × SSC for 10 min at room temperature, and sections were blocked at room temperature for 30 min. Sections were then incubated with DyLight-488-conjugated IgG fraction monoclonal mouse anti-digoxin for 50 min at 37 °C. To identify the protein co-expressed with miR-155-5p, the sections used for FISH were further incubated overnight with anti-Iba1 (1:500, Servicebio, Wuhan, China) for 16 h at 4 °C. Finally, the sections were rinsed in 0.01 M PBS 3 times and then incubated with Alexa-Fluor-594-conjugated goat anti-rabbit antibody (1:200, Jackson, West Grove, PA, USA).

For immunofluorescence, frozen sections were blocked with a blocking buffer containing 5% normal goat serum and 0.3% Triton X-100 for 1 h at room temperature and were then incubated with mouse anti-Iba1 (1:200 dilution; Servicebio, Wuhan, China) and rabbit anti-SGK3 (1:100 dilution; Bioss, Shanghai, China) antibodies overnight at 4 °C. After incubation with Alexa-Fluor-488-conjugated goat anti-mouse IgG (1:200 dilution; Servicebio, Wuhan, China) and Cy3-conjugated goat anti-rabbit IgG (1:200 dilution; Servicebio, Wuhan, China) antibodies, the sections were sealed with a DAPI-containing antifade agent.

Images were captured using a microscope equipped with a computer (Nikon, Tokyo, Japan).

### 2.9. Dual-Luciferase Reporter Assay

The partial wild-type 3′ UTR of *Sgk3* (NM_001376043.1) was amplified using PCR and subsequently mutated using site-directed mutagenesis. After being sequenced, the correct recombinant vector was double-digested with restriction enzymes *Mlu I* and *Hind III* to release the sequence of interest, which was inserted into the empty luciferase reporting vector (pMIR-REPORTTM Luciferase, 6470bp, Ambion Life Technologies, Carlsbad, CA, USA). HEK-293T cells were cultured in Dulbecco’s modified Eagle’s medium (C11965500BT, Gibco) containing 10% fetal bovine serum (FBS) (10270-106, Gibco) for 24 h. Then, 0.2 µg *Sgk3* WT or MUT recombinant plasmid (Firefly luciferase vector) and 0.01 µg pRL-CMV (Ranilla luciferase vector) were co-transfected with 25 μL of either miR-155-5p mimics or nontargeting control mimics (100 nM) using liposome (Lipofectamine^®^ 2000, Invitrogen Life Technologies). Forty-eight hours later, Firefly and Renilla luciferase activities were quantified using the Dual-Luciferase Reporter Assay System (E1960, Promega, Madison, WI, USA) and normalized to the control group.

### 2.10. Lentivirus Infection In Vitro and In Vivo

To inhibit miR-155-5p, a recombinant lentivirus-mediated miR-155-5p sponge was designed and constructed in which a partially modified complementary strand of miR-155-5p was inserted six times into vector GV309 (vector size: 11.4 kb) with a frame structure of hU6-MCS-Ubiquitin-EGFP-IRES-puromycin. A scrambled sequence was inserted into the negative control lentivirus. The miR-155-5p sponge lentivirus and negative control lentivirus were identically packaged in 293T cells with a final titer of approximately 6 × 10^8^ TU (transducing units)/mL. The lentivirus vector synthesis, identification, sequencing, extraction, and packaging were conducted by Shanghai Genechem Corporation.

The N9 cells in 6-well plates were divided into three groups: the control (Con + NC) group, the LPS + sponge-NC (LPS + NC) group, and the LPS + miR-155-5p sponge (LPS + sponge) group. After the same volume of lipopolysaccharide (final concentration of 1000 ng/mL) (LPS + NC group and LPS + sponge group) or PBS (Con + NC group) treatment for 24 h, the N9 cells were transfected with the miR-155-5p sponge or sponge-NC for 24 h. Then, the cells were collected for subsequent experiments.

The rats were randomly divided into the following 3 groups: BCP + miR-155-5p sponge (BCP + sponge), BCP + sponge-NC (BCP + NC), and sham + sponge-NC as a control (sham + NC). On the seventh day of bone cancer pain model establishment, after being disinfected with iodophor, a small incision was made in the skin of the back of the rats under isoflurane anesthesia. Then, a PE-10 catheter (ID = 0.28 mm, OD = 0.61 mm, Smiths Medical, Plymouth, MN, USA) was cannulated through the L5/L6 intervertebral space to the subarachnoid space based on a previously described method [29]. For each intrathecal administration, 10 μL of miR-155-5p sponge or sponge-NC was injected into the intrathecal catheter using a microinjection syringe.

### 2.11. Statistical Analysis

Statistical analysis and graphing were performed using GraphPad Prism (version 8.0; GraphPad Software, Inc., San Diego, CA, USA). All quantitative data are expressed as the mean ± standard deviation (SD). Differences between two groups were analyzed using the unpaired Student’s *t*-test. Differences between more than two groups were analyzed using one-way ANOVA followed by Dunnett’s multiple comparisons test. The behavioral test data were compared using two-way ANOVA for repeated measurement data, followed by Tukey’s post hoc test. A *p*-value < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Mechanical Hyperalgesia Developed in BCP Rats and Differentially Expressed miRNAs Were Filtered Out Using RNA-seq

In this study, the bone cancer pain model was established via intramedullary injection of Walker 256 carcinoma cells into the left tibia of rats; then, the paw withdrawal mechanical threshold (PWMT) of the left hind limb was measured to evaluate the mechanical hyperalgesia. There was no significant difference in the PWMT baseline between the sham-operated and BCP rats; then, the PWMT of BCP rats decreased persistently from the 6th day after the tumor cell injection and was maintained at a relatively low level, while the PWMT of the sham-operated rats remained unchanged. The differences in PWMT between the two groups were significant on days 6, 8, 10, 12, and 14 after the tumor cells injection (multiple comparisons: on days 6, 8, 10, 12, and 14; all *p* < 0.0001; BCP vs. sham-operated group; Figure 1A), indicating that the BCP rats displayed mechanical hyperalgesia. Pathologic examination of the left tibia revealed that severe bone destruction was caused by tumor inoculation in the BCP rats compared with the sham-operated rats (Figure 1B).

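Small RNA from the lumbar spinal cord of 3 BCP rats and 3 sham-operated rats was sequenced on day 14 after the injection into the tibia, with 1 library per rat. The BCP rats received 10 μL of living Walker carcinoma cells, a rat mammary carcinoma line, and the sham-operated rats received the same volume of heat-killed cells. The paper gives the strain as Sprague Dawley, whereas the sample labels give Wistar. The labels also give a range of cell numbers where the paper gives a single number, and they describe the tissue as the injected side of the cord with the meninges removed. The authors trimmed and filtered the reads, mapped clean reads of 18 to 40 nucleotides to the rat genome and identified known miRNAs by length and by their annotation in miRBase 22.0. The values used here are the authors' deposited read counts for 753 known mature miRNAs, without normalization. The total count was 23770677, 13464349 and 16035816 in BCP rats 1, 2 and 3, and 14300951, 15365419 and 14154479 in sham-operated rats 1, 2 and 3. Of the listed miRNAs, 603 had at least 1 count in some library, 510 had counts in all 6 libraries, and 150 were listed at 0 in every library. The miRNA with the most counts, miR-99a-5p, took between 12.3% and 13.4% of each library. The counts were normalized by edgeR's TMM method, and the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the 459 miRNAs that passed edgeR's filter on low counts with a minimum of 10. The common biological coefficient of variation between rats was 16.9%. How reads that match several related miRNAs were assigned is not stated in the paper's text, so values for close family members such as miR-17-5p and miR-20a-5p are uncertain to that extent. The choices that could change the numbers were the filter, the normalization and the test.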

miRNA-seq of the lumbar spinal cord 14 days after tumor cells injection was employed to detect differentially expressed miRNAs in bone cancer pain and raw data were deposited in the Gene Expression Omnibus (GEO) database of the NCBI (National Center for Biotechnology Information) with an accession number is GSE200307. 

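The libraries of the 6 rats were compared on the read numbers in the paper's supplementary tables and on the count table. The share of raw reads kept as clean reads lay between 98.0% and 99.1%. Of the clean reads with 18 to 40 nucleotides, those that the paper assigned to miRBase made up between 86.0% and 87.4% in the BCP group and between 86.3% and 88.9% in the sham-operated group. The means were 86.6% ± 0.758 (SD, n = 3 rats) in the BCP group and 87.5% ± 1.33 (SD, n = 3 rats) in the sham-operated group. This difference was within the spread between rats (two-sided exact permutation test, p = 0.3, where 3 rats against 3 cannot give a p below 0.1). The number of raw reads in the paper's table ranged from 23259201 to 41993917. The count table held between 78.0% and 80.1% of the reads that the paper's table assigns to miRBase, and the values reported here use the count table.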

Among all samples, the ratio of clean reads to raw reads was more than 98.0% (Table S2); in the clean reads with 18–40 nucleotides, the ratio of miRNA was more than 86.1% (Table S3). Principal component analysis (PCA) of the general expression of all miRNAs in six samples showed that the BCP group was separated from the sham-operated group (Figure 1C). 

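PCA was repeated on log2(CPM + 1) of the 603 miRNAs with at least 1 count, where CPM is the count relative to the library total. PC1 held 54.4% and PC2 held 25.7% of the variance. On PC1 the BCP rats 1, 2 and 3 scored 0.11, 4.78 and 6.15, and the sham-operated rats 1, 2 and 3 scored -4.33, -7.16 and 0.44. The groups overlapped on PC1, because sham-operated rat 3 scored above BCP rat 1 (two-sided exact permutation test, p = 0.2, where 3 rats against 3 cannot give a p below 0.1). On PC2 the scores were 4.41, 1.15 and 0.31 in the BCP group and -1.35, 1.54 and -6.07 in the sham-operated group, which also overlapped. The sum of both scores parted the groups, with values from 4.52 to 6.46 in the BCP group and from -5.67 to -5.62 in the sham-operated group. A straight line in the plane of PC1 and PC2 could part 3 of the 10 possible splits of the 6 libraries into groups of 3, the real one among them. Whether a single axis parted the groups depended on the setting. With a pseudocount of 0.1 in place of 1, PC1 held 39.4% of the variance and parted the groups. Scaled to unit variance, the groups overlapped on PC1 and were parted on PC2. With TMM factors, or with the 459 miRNAs past the filter, they overlapped on both. Without BCP rat 1, sham-operated rat 2 or sham-operated rat 3, PC1 parted them. Without BCP rat 2, BCP rat 3 or sham-operated rat 1, PC2 did. From the positions of the samples in Fig. 1C, the paper states that the general expression of miRNAs separated the groups.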

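At the paper's thresholds of an absolute log2 fold change above 0.8 and an adjusted p below 0.05, edgeR's quasi-likelihood test called 16 of the 459 tested miRNAs, with 16 higher and 0 lower in the BCP group. At an unadjusted p below 0.05 there were 60, with 49 higher and 11 lower. The 16 called miRNAs are all named in Fig. 1D, with log2 fold changes from 0.92 upward, and each was higher in every BCP rat than in every sham-operated rat. Among all tested miRNAs the groups did not overlap for 85, or 18.5%. Without ties, the average over the 10 possible splits of the libraries is 10%. A single split can exceed that average without an effect of the condition where miRNAs vary together, so this share decides nothing. The split of BCP rat 1 and sham-operated rats 1 and 2 against the other rats called 18 miRNAs. Fig. 1D names 32 miRNAs, of which 28 passed the filter on low counts. All 28 changed in the direction drawn in Fig. 1D, by more than 0.8 on the log2 scale and without overlap between the groups. Of these, 12 had an adjusted p above the threshold. The 7 higher ones had log2 fold changes from 0.87 to 1.27 and adjusted p from 0.052 to 0.286, and the 5 lower ones, miR-448-5p, miR-483-5p, miR-483-3p, miR-135b-3p and miR-3594-3p, had log2 fold changes from -1.19 to -0.80 and adjusted p from 0.052 to 0.147. With the adjustment made over the 28 alone, all 28 passed, which shows no stability because the list is the paper's own. The 4 names that the filter removed had low counts. miR-292-5p had 5 counts in each BCP rat and 0 in each sham-operated rat, and miR-130b-3p, with at most 2 counts in any sham-operated rat, was at least 6.29-fold higher in the BCP group. Of the alternatives with the same filter, edgeR's likelihood ratio test gave 25 miRNAs, and a test against a log2 fold change of 0.8 gave 8. Rats with the same number in both groups are different animals. The correlation of their deviations from the group means was 0.109, -0.452 and 0.711 for rats 1, 2 and 3, or 0.123 on average. The average for other pairs, -0.0658, is no independent reference, because deviations from a group mean sum to 0. With the replicate number as a block 18 miRNAs were called, of which 15 were among the 16.

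**Figure D1:**
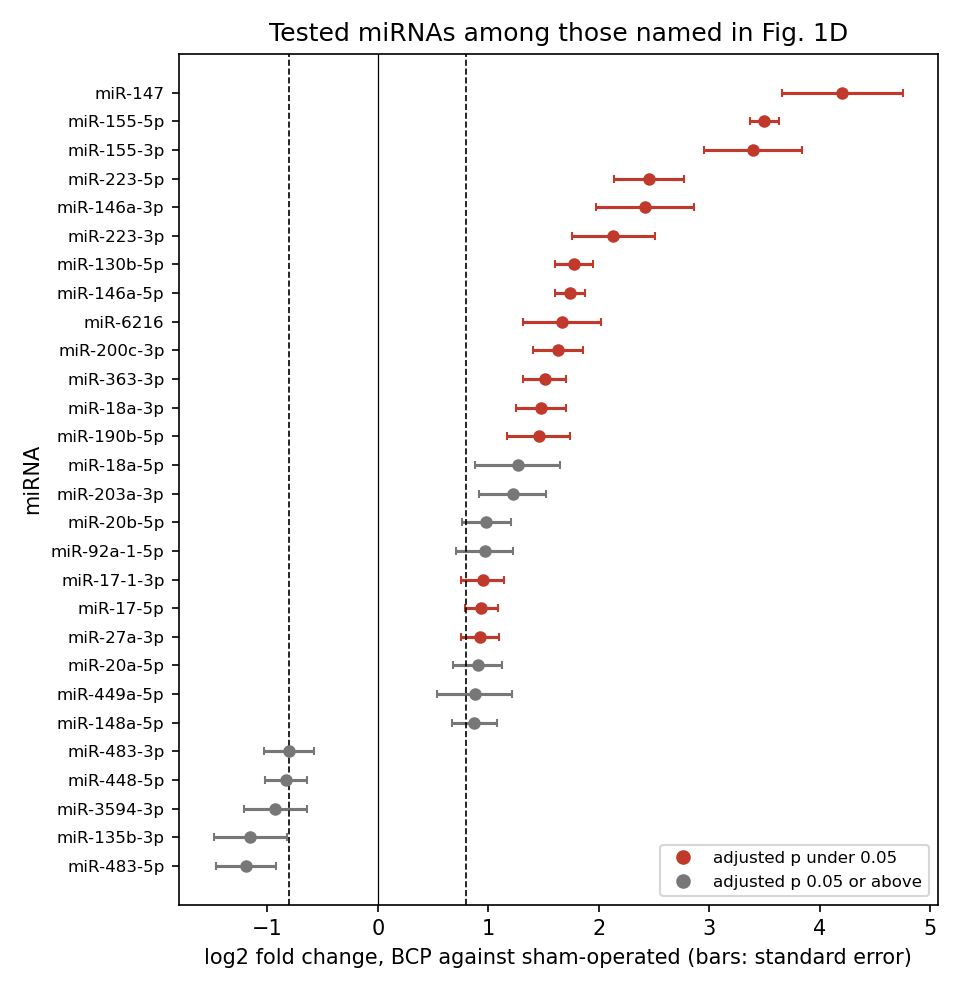
Log2 fold change between the BCP and sham-operated groups (x axis) for the 28 tested miRNAs among those named in Fig. 1D (y axis), with bars for the standard error from edgeR's quasi-likelihood fit and dashed lines at -0.8 and 0.8. The 16 red points have an adjusted p under 0.05 and the 12 grey points do not. For miR-147 and miR-155-3p no sham-operated rat had more than 3 counts, so their positions are imprecise.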

Among the 753 known miRNAs and 114 novel miRNAs detected, 31 differentially expressed miRNAs (26 upregulated miRNAs and 5 downregulated miRNAs) were identified, clustered in a heatmap (Figure 1D), and displayed in a scatter plot (Figure 1E), which were filtered using the threshold of |log2FC| > 0.8, an adjusted *p* < 0.05, and neglecting unannotated and extremely lowly expressed miRNAs. 

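miR-155-5p, which the count table lists as rno-miR-155-5p, had the smallest p of all tested miRNAs. Its counts were 6240, 3800 and 5025 in BCP rats 1, 2 and 3, and 353, 405 and 362 in sham-operated rats 1, 2 and 3. After normalization this was 287 ± 27.4 CPM (SD, n = 3 rats) in the BCP group and 25.4 ± 1.21 (SD, n = 3 rats) in the sham-operated group, which is 11.3-fold higher. The log2 fold change was 3.50 (standard error 0.131, adjusted p = 1.98e-06 from edgeR's quasi-likelihood test). Every BCP rat was above every sham-operated rat (two-sided exact permutation test, p = 0.1, the smallest p that 3 rats against 3 allow). With each rat left out in turn, the log2 fold change stayed between 3.41 and 3.54. The other arm of the same precursor, miR-155-3p, had 30, 25 and 35 counts in the BCP rats and 3, 3 and 1 in the sham-operated rats, and was at least 8.63-fold higher in the BCP group. miR-146a-5p rose from 1312 ± 198 CPM to 4372 ± 309 (SD, n = 3 rats each), a log2 fold change of 1.74 (standard error 0.133, adjusted p = 2.64e-04 from the same edgeR test). miR-223-3p rose from 1.5 ± 0.825 CPM to 6.51 ± 1.25 (SD, n = 3 rats each), a log2 fold change of 2.13 (standard error 0.373, adjusted p = 0.019 from the same edgeR test), and its adjusted p reached 0.0614 when a rat was left out.

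**Figure D2:**
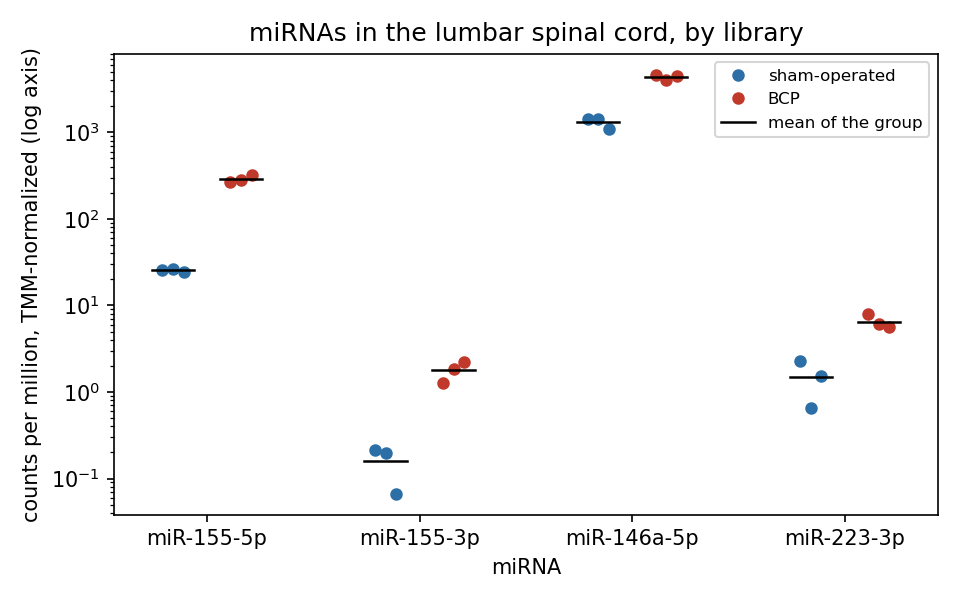
TMM-normalized CPM (y axis, log scale) of 4 miRNAs (x axis) in the lumbar spinal cord, with a point for each of the 3 sham-operated and 3 BCP rats and a line at each group's mean. For miR-155-5p the BCP rats lie around a mean of 287 and the sham-operated rats around 25.4.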

Despite the relatively loose criteria being adopted, not so many differentially expressed miRNAs were detected, which was possibly due to the low expression level of miRNA, incomplete annotation in the rat miRNA database, and the detection sensitivity of the current technology. miR-155-5p is one of the upregulated miRNAs (Figure 1D,E) and was subsequently verified in another patch of rats using a traditional RT-qPCR assay. The expression level of miR-155-5p was gradually increased and the differences were statistically significant 10 days and 14 days after the tumor inoculation (multiple comparisons: adjusted *p* = 0.0444, 10 days of BCP vs. sham-operated group; adjusted *p* = 0.0098, 14 days of BCP vs. sham-operated group; Figure 1F), indicating its possible roles in bone cancer pain pathogenesis.

### 3.2. miR-155-5p Could Be Expressed in the Cytoplasm of Microglia in the Lumbar Spinal Cord of BCP Rats

To elucidate the expression pattern of miR-155-5p in the spinal cord, fluorescence in situ hybridization (FISH) of miR-155-5p was performed and co-localization with Iba1 indicated its expression in microglia (bottom left of Figure 2), while no co-localization with DAPI indicated its expression in the cytoplasm (bottom right of Figure 2).

### 3.3. Microglia Were Dramatically Activated and Accompanied by the Increase in Inflammatory Cytokines in BCP Rats

To clarify the cellular state of microglia in bone cancer pain, immunofluorescence of Iba1 was conducted in the lumbar spinal cord in the sham-operated and BCP rats. Apparent microgliosis—including a proliferation in cell number, a profound morphologic change from a normal ramified surveillance shape to a reactive hypertrophic ameboid shape with enlarged cell bodies, and shortened processes—were shown in the BCP rats (Figure 3A,B). The large increase in inflammatory cytokines production could be viewed as an indicator of microglia activation. Thus, RT-qPCR was performed to detect the expression of inflammatory factors and the results showed that the expressions of *Tnf*, *Il1b*, and *Il6* in the BCP group were significantly higher than those in the sham-operated group (unpaired *t*-test of *Tnf*: *p* = 0.0238, BCP vs. sham-operated group; unpaired *t*-test of *Il1b*: *p* = 0.0009, BCP vs. sham-operated group; unpaired *t*-test of *Il6*: *p* = 0.0287, BCP vs. sham-operated group; Figure 3C–E), indicating the involvement of neuroinflammation in the development of bone cancer pain.

### 3.4. The Expressions of miR-155-5p, Tnf, Il1b, and Il6 Were Increased in N9 Cells Treated with LPS

To imitate the inflammatory activated state of microglia that was observed in bone cancer pain, N9 cells were treated with LPS at a concentration of 1000 ng/mL. RT-qPCR analyses of miR-155-5p, *Tnf*, *Il1b*, and *Il6* expression showed that they were upregulated in the LPS group (unpaired *t*-test of miR-155-5p: *p* = 0.0093, LPS vs. Con; unpaired *t*-test of *Tnf*: *p* < 0.0001, LPS vs. Con; unpaired *t*-test of *Il1b*: *p* < 0.0001, LPS vs. Con; unpaired *t*-test of *Il6*: *p* < 0.0001, LPS vs. Con; Supplementary Figure S1), which were all consistent with the results of the animal experiments in vivo.

### 3.5. Knockdown of miR-155-5p Alleviated the Upregulation of Tnf, Il1b, and Il6 in LPS-Treated N9 Cells In Vitro

In order to explore the role of miR-155-5p in the inflammatory active state of microglia, a recombinant lentivirus-mediated miR-155-5p sponge was designed with a partially modified complementary strand to that of miR-155-5p (Figure 4A). RT-qPCR assay results confirmed that the miR-155-5p sponge could effectively knock down miR-155-5p in LPS-treated N9 cells (multiple comparisons: adjusted *p* = 0.0170, LPS + NC vs. Con + NC; adjusted *p* = 0.0475, LPS + NC vs. LPS + sponge; Figure 4B). Subsequently, detection of the expression of inflammatory factors showed that the upregulation of *Tnf*, *Il1b*, and *Il6* were alleviated in LPS-treated N9 cells (multiple comparisons of *Tnf*: adjusted *p* = 0.0002, LPS + NC vs. Con + NC; adjusted *p* = 0.0004, LPS + NC vs. LPS + sponge; multiple comparisons of *Il1b*: adjusted *p* < 0.0001, LPS + NC vs. Con + NC; adjusted *p* < 0.0001, LPS + NC vs. LPS + sponge; multiple comparisons of *Il6*: adjusted *p* < 0.0001, LPS + NC vs. Con + NC; adjusted *p* < 0.0001, LPS + NC vs. LPS + sponge; Figure 4C–E), indicating that miR-155-5p may play a regulatory role in a microglial-activation-mediated inflammatory storm.

### 3.6. Sgk3 May Have Been a Direct Target of miR-155-5p In Vitro

By referring to Targetscan [30] (Release 7.2, http://www.targetscan.org/vert_72/, accessed on 15 February 2021), serum/glucocorticoid regulated kinase family, member 3 (*Sgk3*), which is a member of the Ser/Thr protein kinase family, was speculated as a direct target of miR-155-5p with nearly complete pairing sequences in the 3′ untranslated region (UTR) and that of miR-155-5p (Figure 5A). Additionally, the immunofluorescence stain of SGK3 in the spinal cord showed that it could also be expressed in spinal microglia (Supplementary Figure S2), similarly to miR-155-5p. To verify their possible interaction, we designed a dual-luciferase activity reporter assay in which the wild-type and mutated 3′ UTR of *Sgk3* was inserted into pMIR-REPORTTM Luciferase (Figure 5B). After being co-transfected with miR-155-5p mimics or negative control mimics, the relative luciferase activity significantly decreased in the miR-155-5p group compared with that in the control group (*Sgk3*-WT + NC) (multiple comparisons: adjusted *p* < 0.0001, WT + NC vs. WT + miR-155-5; Figure 5C); mutation of the predicted sites in the 3′-UTR of *Sgk3* (MUT) significantly reduced the suppression of the luciferase signal induced by miR-155-5p mimics (multiple comparisons: adjusted *p* < 0.0001, WT + miR-155-5p vs. MUT + miR-155-5p; Figure 5C). These results indicated that miR-155-5p could regulate the expression of *Sgk3* through complementary binding to this site, which is consistent with previous research [31]. To further confirm the regulatory role of miR-155-5p regarding *Sgk3*, the expression of *Sgk3* was assayed using RT-qPCR and Western blot, which both showed that the knockdown of miR-155-5p using a miR-155-5p sponge could restore the expression of *Sgk3* suppressed by the LPS treatment (multiple comparisons of mRNA level: adjusted *p* = 0.0019, LPS + NC vs. Con + NC; adjusted *p* = 0.0091, LPS + NC vs. LPS + sponge; Figure 5D) (multiple comparisons of protein level: adjusted *p* = 0.0036, LPS + NC vs. Con + NC; adjusted *p* < 0.0001, LPS + NC vs. LPS + sponge; Figure 5E), indicating miR-155-5p may have had an inhibiting effect on *Sgk3*.

### 3.7. Inhibiting miR-155-5p Altered the Expression of Sgk3, Alleviated Spinal Cord Inflammation, and Attenuated Mechanical Hyperalgesia in BCP Rats

To clarify the role of miR-155-5p in bone cancer pain, the miR-155-5p sponge was administrated intrathecally in the bone cancer pain rats. A behavioral test showed that the PWMT of the BCP rats was partially recovered by inhibiting miR-155-5p (multiple comparisons: on days 6, 8, 10, 12, and 14; all adjusted *p* < 0.0001; BCP + NC vs. sham + NC) (on day 10, adjusted *p* = 0.030, BCP + NC vs. BCP + sponge) (on day 12, adjusted *p* = 0.0037, BCP + NC vs. BCP + sponge) (on day 14, adjusted *p* = 0.0100, BCP + NC vs. BCP + sponge) (Figure 6A). Then, an assay of miR-155-5p expression showed that the miR-155-5p sponge could effectively knock down miR-155-5p in the lumbar spinal cord of bone cancer pain rats (multiple comparisons: adjusted *p* = 0.0079, BCP + NC vs. sham + NC; adjusted *p* = 0.0346, BCP + NC vs. BCP + sponge; Figure 6B). Consistent with the in vitro study, inhibiting miR-155-5p restored the expression of *Sgk3* suppressed in the bone cancer pain rats assayed using RT-qPCR (multiple comparisons: adjusted *p* = 0.0128, BCP + NC vs. sham + NC; adjusted *p* = 0.0238, BCP + NC vs. BCP + sponge; Figure 6C) and Western blot (multiple comparisons: adjusted *p* = 0.0137, BCP + NC vs. sham + NC; adjusted *p* = 0.0018, BCP + NC vs. BCP + sponge; Figure 6D), indicating the regulatory effect of miR-155-5p.

Meanwhile, the activation state of microglia was visualized using immunofluorescence in which the miR-155-5p sponge administration notably relieved the microgliosis (Figure 7A–C). Consistent with in vitro study, the detection of inflammatory factors showed that the expression of *Tnf*, *Il1b*, and *Il6* was partially alleviated in the lumbar spinal cord of bone cancer pain rats (multiple comparisons of *Tnf*: adjusted *p* < 0.0001, BCP + NC vs. sham + NC; adjusted *p* = 0.0120, BCP + NC vs. BCP + sponge; multiple comparisons of *Il1b*: adjusted *p* < 0.0001, BCP + NC vs. sham + NC; adjusted *p* = 0.0101, BCP + NC vs. BCP + sponge; multiple comparisons of *Il6*: adjusted *p* < 0.0001, BCP + NC vs. sham + NC; adjusted *p* = 0.0177, BCP + NC vs. BCP + sponge; Figure 7D–F), implying the therapeutic effect of inhibiting miR-155-5p, restoring *Sgk3*, and then alleviating microglial activation in bone cancer pain rats.

## 4. Discussion

In this study, we demonstrated that miR-155-5p, which was screened using RNA-seq and confirmed using RT-qPCR, was significantly upregulated and expressed in the cytoplasm of microglia in the spinal cord of bone cancer pain rats. Then, microglial activation with an increase in inflammatory cytokines in bone cancer pain rats was imitated using an LPS treatment in vitro; and miR-155-5p knockdown alleviated the augment of *Tnf*, *Il1b*, and *Il6*, which was possibly achieved by suppressing *Sgk3* in vitro. Finally, inhibiting miR-155-5p in vivo confirmed its regulation of *Sgk3* and activation of microglia, which mediated the BCP development.

The pathogenesis of BCP is complicated and probably involves multiple mechanisms [32] in which aberrantly expressed miRNAs in the CNS are promising core regulatory molecules. Genome-wide miRNA screening combined with in silico analyses is an effective and objective method to find out the aberrantly expressed miRNAs, as Bali, K.K. et al. demonstrated the involvement of the upregulated miR-1a-3p in the dorsal root ganglia (DRG) by inhibiting *Clcn3* expression [33] and miR-34c-5p targeting *Cav2.3* [34]. At the spinal cord level, Wu, X.P. et al. found the protective role of miR-329 through the LPAR1-dependent LPAR1/ERK signal transduction pathway [35]; Elramah S. et al. verified the downregulation of miR-124 in a mouse model of cancer pain, which could inhibit synaptopodin, which is a key protein for synaptic transmission [8]; and Liu, M. showed the downregulation of spinal miR-135-5p in BCP mice, which could inhibit astrocyte-mediated neuroinflammation by blocking the JAK2/STAT3 signaling pathway [9]. However, we did not find the miRNA expression data in the rat spinal cord available online; therefore, we performed RNA-seq and filtered out miR-155-5p as another possible aberrantly expressed miRNA, which was verified using RT-qPCR. In studies on nervous system diseases, miR-155-5p, which is viewed as a pro-inflammatory mediator [36], was involved in Alzheimer’s disease [37], Parkinson’s disease [38], experimental autoimmune encephalomyelitis [39], glioma [40], epilepsy [41], etc. Some researchers also attempted to explore the neuroinflammation mediated by miR-155-5p in neuropathic pain [12,13,14,42,43] or chronic pain due to spinal cord injury [15], but its role in BCP has not been studied so far. In our research, miR-155-5p may have acted as an initiating factor of microglia activation in BCP development, while it is also reasonable that miR-155-5p expression may have been affected by microgliosis as a feedback, which still needs further examination.

In our present study, we found significant microgliosis in the lumbar spinal cord of BCP rats, as represented by the augment of immunofluorescence staining of Iba1 and RT-qPCR of pro-inflammatory cytokines, i.e., *Tnf*, *Il1b*, and *Il6*, secreted by canonical M1 polarized microglia, which is in accordance with some previous studies [22,23,44,45,46]. However, we noticed some results accomplished by Diaz-delCastillo, M. et al. that demonstrated the opposite opinion, namely, that cancer-induced bone pain is completely independent of spinal microglia activity [25,26]. This discrepancy may be explained by the differences in carcinoma strains, animal species, stage of BCP, experiment environment, behavioral stimuli, etc., regarding the technical aspect, and the differences in the interaction between the carcinoma and the host, the immune status of BCP rats, the integrity of the blood-spinal cord barrier, etc., regarding the pathophysiological aspect. These academic devergences in a sense reflect the heterogeneity in the pathogenesis of bone cancer pain, which differs from neuropathic pain and inflammatory pain.

miR-155-5p might be a key regulator in microglial activation in bone cancer pain development, which was confirmed in our in vitro and in vivo study. This mechanism was probably shared by a large spectrum of neuronal disorders, including amyotrophic lateral sclerosis [47], multiple sclerosis [48], Parkinson’s disease [49], and traumatic brain injury [50]. miR-155 is necessary for *Il6* induction in microglia under LPS stimulation in vitro and enhances microglia proliferation and amoeboid morphologic change in vivo [51]. miR-155 could mediate the polarization of microglia from the M2 to the M1 phenotype [42,52].

For the direct target of miR-155-5p, we thought it might be *Sgk3*, which was predicted using bioinformatics, verified using the dual-luciferase reporter system, confirmed on microglia in vitro and BCP rats in vivo, and is consistent with previous studies [31,53]. The widely expressed SGK3 can be activated by phosphatidylinositol 3 kinase (PI3K)/3-phosphoinositide (PIP3)-dependent kinase PDK1 and has a role in neutral amino acid transport and the activation of potassium and chloride channels by phosphorylating several target proteins [54]. Expressed in microglia, the basal level of SGK3 is probably to suppress microglial activation, and its inhibitor promotes microglial inflammatory responses, maybe by enhancing the translocation of NF-κB [55].

We must admit that our understanding of BCP pathogenesis is somewhat superficial, our argument is far from comprehensive, and the experimental design was not perfect due to the condition limitation, such as the species inconsistency between the in vivo and in vitro studies. Further studies are still needed to explore the potential role of miR-155-5p in other neural cells besides microglia in BCP pathogenesis.

## 5. Conclusions

Taken together, this is the first study to explore the role of spinal miR-155-5p in BCP pathogenesis. Our results indicated that tibial carcinoma cell inoculation stimulated the upregulation of spinal miR-155-5p, which inhibited the *Sgk3* level and then promoted microglial activation, finally leading to the development of BCP. Our study provided the novel insight that the miR-155-5p/*Sgk3*/microglia axis could be an important regulatory mechanism in BCP development and might be a promising interventional target for BCP treatment.

## Figures and Tables

**Figure 1:**
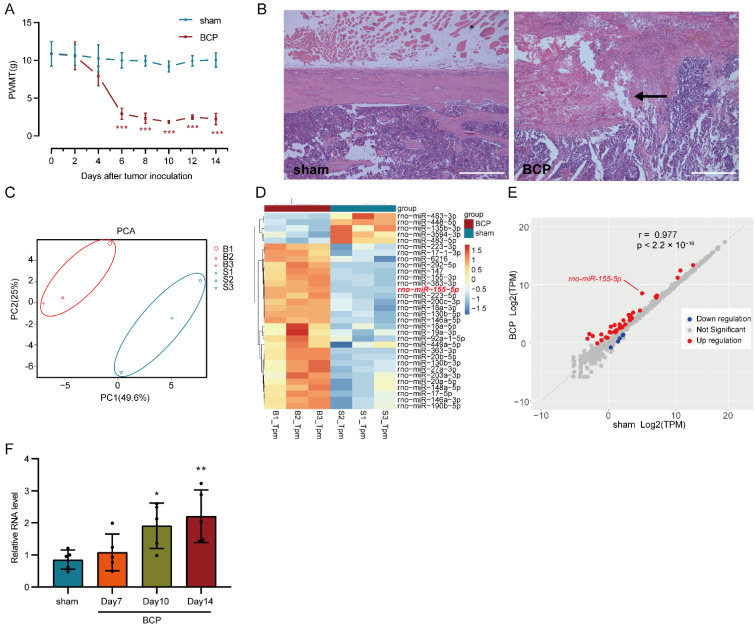
Establishment of a bone cancer pain (BCP) model and transcriptome sequencing (RNA-seq) of miRNA. (**A**) Mechanical hyperalgesia was induced in bone cancer pain rats six days after Walker 256 carcinoma cell inoculation and was maintained to the end of the experiment. *n* = 5, *** *p* < 0.001 vs. the sham-operated group. (**B**) Bone destruction was found in the BCP rats using H&E staining of tibia sections, the black arrow indicates the discontinuity of cortical bone (scale bar: 500 μm). (**C**) Sham-operated and bone cancer pain samples (marked by different colors) were separated in the principal component analysis (PCA) of the general gene expression value. B1, B2, and B3 represent biological replicates of the BCP group, while S1, S2, and S3 represent biological replicates of the sham-operated group. (**D**) After neglecting unannotated and extremely lowly expressed miRNAs, 31 differentially expressed miRNAs (26 upregulated miRNAs and 5 downregulated miRNAs), which were filtered using the threshold of |log2FC|> 0.8 and an adjusted *p* < 0.05, were listed and clustered in a heatmap. (**E**) Differentially expressed miRNAs (marked using different colors) are shown in the scatter plot. (**F**) RT-qPCR of miR-155-5p verified its gradually increased expression in the BCP rats. *n* = 5, * *p* < 0.05, ** *p* < 0.01 vs. the sham-operated group.

**Figure 2:**
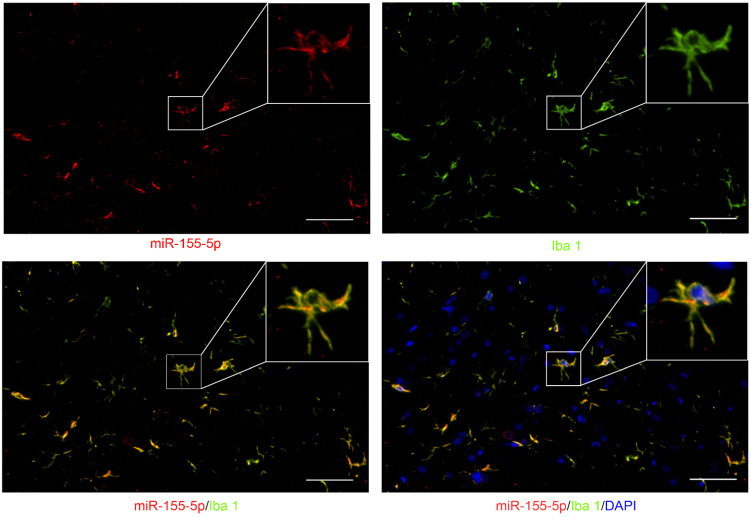
Fluorescence in situ hybridization (FISH) of miR-155-5p (green) showed its co-localization with Iba1 (red, a marker of microglia) and outside of the nucleus (marked with DAPI, blue) (scale bar: 10 μm) in the lumbar spinal cord of BCP rats.

**Figure 3:**
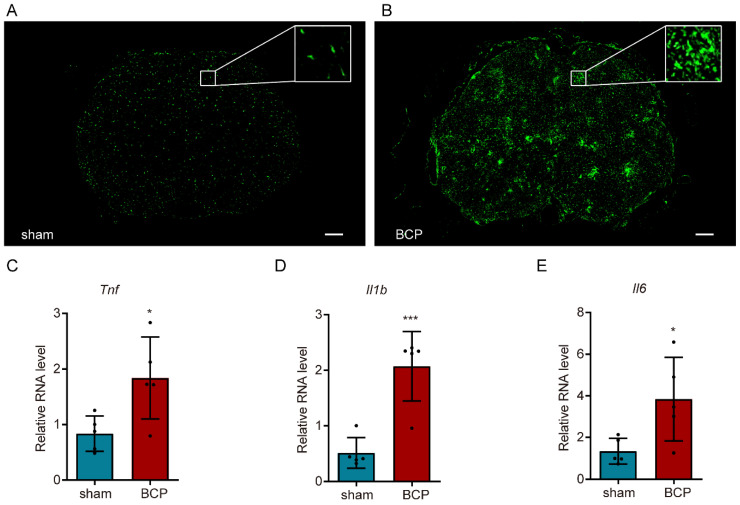
Activation of microglia in the lumbar spinal cord of bone cancer pain rats. (**A**,**B**) Immunofluorescence of Iba1 showed the morphology and number of activated microglia (scale bar: 200 μm). (**C**–**E**) RT-qPCR analysis of inflammatory factors showed the surge of *Tnf*, *Il1b*, and *Il6* in bone cancer pain. *n* = 5, * *p* < 0.05, *** *p* < 0.001 vs. the sham-operated group.

**Figure 4:**
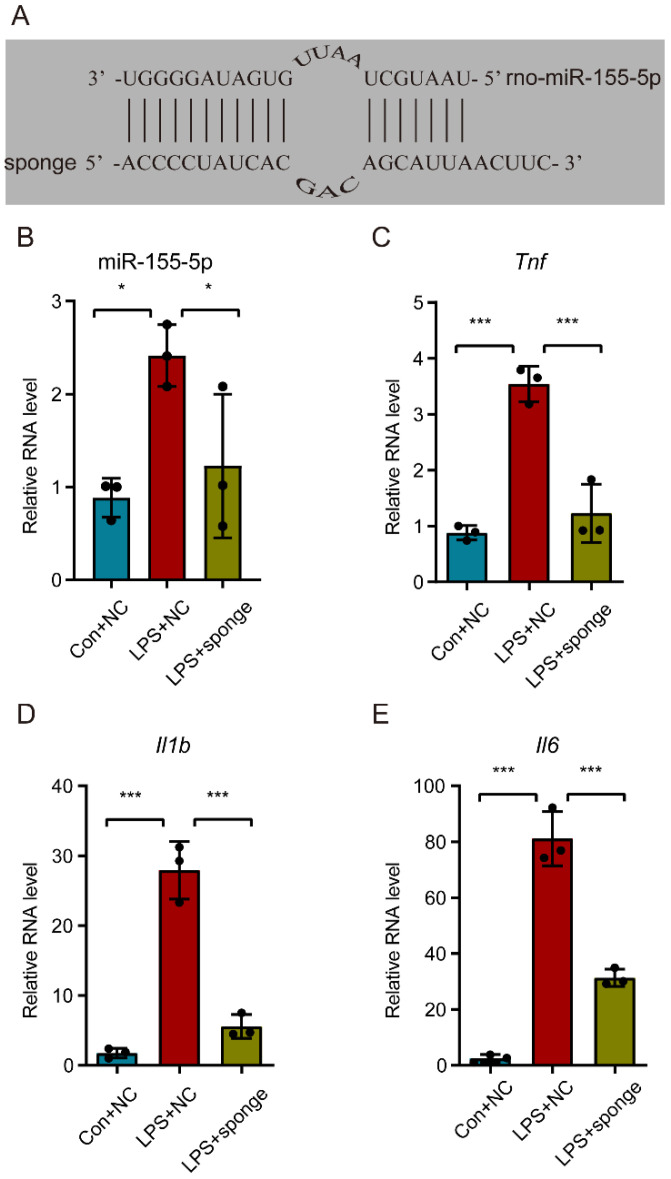
Knockdown of miR-155-5p alleviated the inflammatory storm in microglia caused by the LPS treatment. (**A**) The core sequence of the recombinant lentivirus-mediated miR-155-5p sponge was designed to be partially complementary to that of miR-155-5p. (**B**) The lentivirus-mediated miR-155-5p sponge knocked down the expression of miR-155-5p in LPS-treated microglia. *n* = 3, * *p* < 0.05, LPS + NC vs. Con + NC; * *p* < 0.05, LPS + sponge vs. LPS + NC. (**C**–**E**) The miR-155-5p sponge alleviated the surge of *Tnf*, *Il1b*, and *Il6* induced by LPS. *n* = 3, *** *p* < 0.001, LPS + NC vs. Con + NC; *** *p* < 0.001, LPS + sponge vs. LPS + NC.

**Figure 5:**
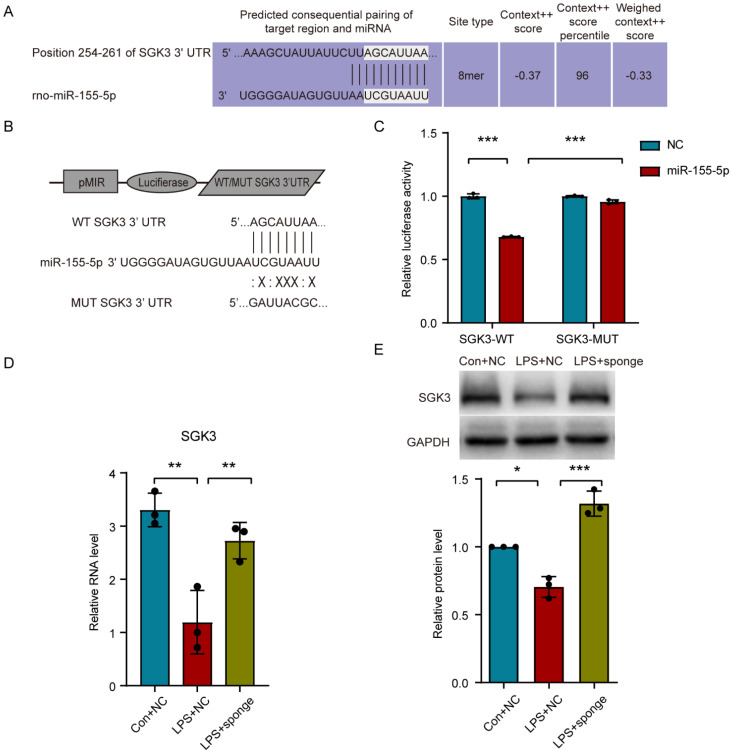
miR-155-5p suppressed the *Sgk3* expression in vitro. (**A**) The probable pairing sequences of miR-155-5p and the 3′ untranslated region (UTR) of *Sgk3* (seed region shown in grey boxes). (**B**) The structure of pMIR-REPORTTM Luciferase system and sequences of wild type and mutated 3′ UTR of *Sgk3*. (**C**) Dual-luciferase activity reporter assay showed that miR-155-5p mimics decreased the luciferase activity in 293T cells transfected with *Sgk3*-WT, but not in the MUT vector. *n* = 3, *** *p* < 0.001, *Sgk3*-WT + miR-155-5p vs. *Sgk3*-WT + NC; *** *p* < 0.001, *Sgk3*-WT + miR-155-5p vs. *Sgk3*-MUT + miR-155-5p. (**D**,**E**) Knockdown of miR-155-5p using a miR-155-5p sponge restored the expression of *Sgk3* suppressed by LPS treatment assayed using RT-qPCR (**D**) and Western blot (**E**). *n* = 3, * *p* < 0.05, ** *p* < 0.01, LPS + NC vs. Con + NC; ** *p* < 0.01, *** *p* < 0.001, LPS + sponge vs. LPS + NC.

**Figure 6:**
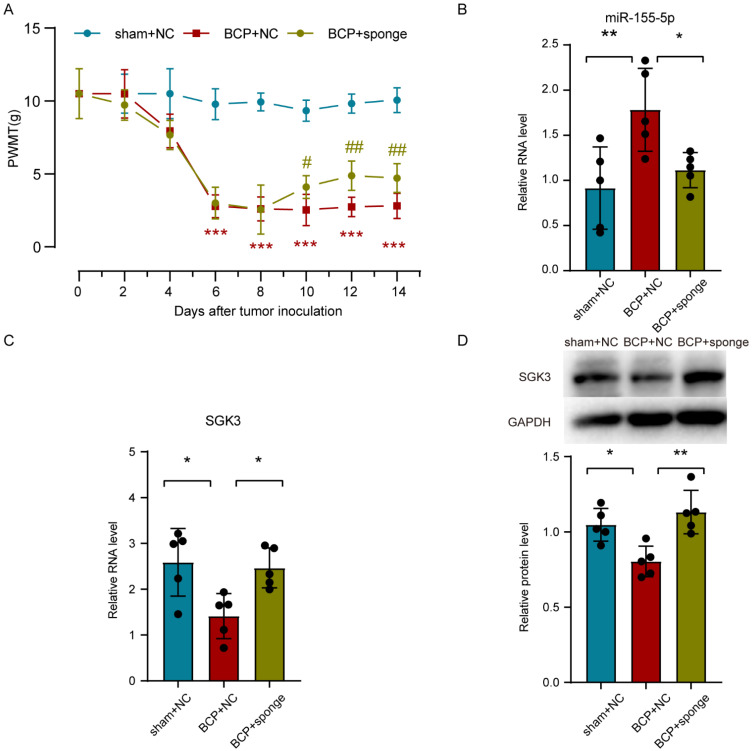
Intrathecal administration of a miR-155-5p sponge knocked down miR-155-5p expression, restored *Sgk3* expression, and attenuated mechanical hyperalgesia in the bone cancer pain rats. (**A**) The mechanical hyperalgesia was attenuated in the bone cancer pain rats after the miR-155-5p sponge administration. *n* = 5, *** *p* < 0.001 vs. the sham + NC group; *n* = 5, # *p* < 0.05, ## *p* < 0.01 vs. the BCP + NC group. (**B**) The lentivirus-mediated miR-155-5p sponge knocked down the expression of miR-155-5p in vivo. *n* = 5, ** *p* < 0.01 vs. the sham + NC group; * *p* < 0.05 vs. the BCP + NC group. (**C**,**D**) Administration of the miR-155-5p sponge restored the expression of *Sgk3* suppressed in bone cancer pain according to an assay using RT-qPCR (**C**) and Western blot (**D**). *n* = 5, * *p* < 0.05 vs. the sham + NC group; * *p* < 0.05, ** *p* < 0.01 vs. the BCP + NC group.

**Figure 7:**
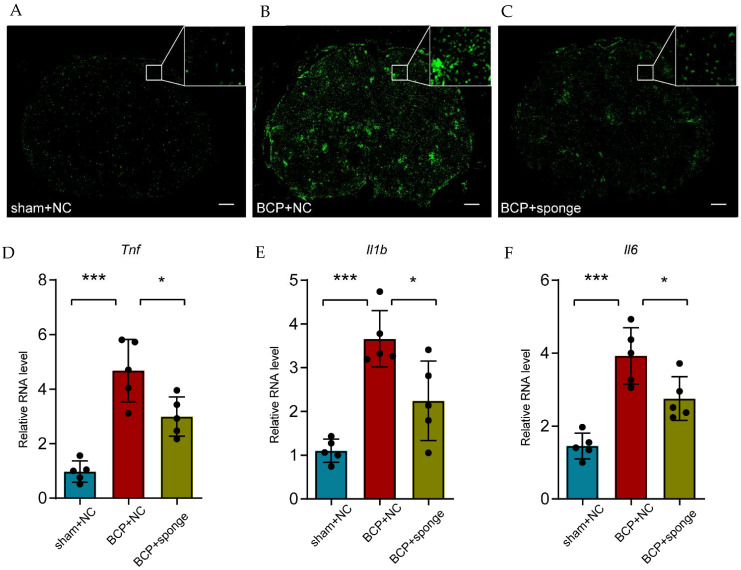
Intrathecal administration of a miR-155-5p sponge alleviated microglial activation in the bone cancer pain rats. (**A**–**C**) Immunofluorescence of Iba1 showed the morphology and number of activated microglia in different treatments (scale bar: 200 μm). (**D**–**F**) The administration of a miR-155-5p sponge alleviated the inflammatory factors (i.e., *Tnf*, *Il1b*, and *Il6*) that were increased in the bone cancer pain condition. *n* = 5, *** *p* < 0.001 vs. the sham + NC group; * *p* < 0.05 vs. the BCP + NC group.

## Data Availability

Data are available from the corresponding author upon specific request.

## Supplementary Materials

The following supporting information can be downloaded from https://www.mdpi.com/article/10.3390/life12091349/s1. Figure S1: Lipopolysaccharide treatment at the concentration of 1000 ng/mL of N9 cells induced an increase in miR-155-5p (A) and a dramatic surge of inflammatory factors, i.e., *Tnf*, *Il1b*, and *Il6* (B, C, and D). *n* = 3, ** *p* < 0.01, *** *p* < 0.001 vs. the Con group. Figure S2: Immunofluorescence of SGK3 (red) in the spinal cord showed its co-localization with Iba1 (green, a marker of microglia) and primarily inside of nucleus (marked using DAPI, blue), as indicated by white arrows (scale bar: 50 μm). Table S1: Sequences of primers used in RT-qPCR. Table S2: Statistics of raw reads and clean reads in all samples in the miRNA sequencing assay. Table S3: Statistics of different RNAs in clean reads with 18–40 nt in all samples in the miRNA sequencing assay.

How the deposited data were processed for this re-analysis (not part of the article)

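Small RNA of the lumbar spinal cord was sequenced from 3 BCP rats and 3 sham-operated rats on day 14. The authors trimmed and filtered the reads with the FASTX Toolkit 0.0.13, mapped clean reads of 18 to 40 nucleotides to the rat genome with Bowtie and identified known miRNAs by a length of 21 to 22 nucleotides and miRBase 22.0. The deposited values are the authors' raw read counts for 753 mature miRNAs in 6 libraries, without normalization. The number of columns that could not be assigned to a sample was 0. The paper gives TPM for quantification and edgeR for the comparison, and its text does not name the edgeR test, the normalization factors used in it or the level of the filter on low counts.

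The counts were analysed in R 4.3.3 with edgeR 4.0.16, and alternatives used DESeq2 1.42.0, limma 3.58.1 and sva 3.50.0. The filter was filterByExpr with a minimum count of 10, which kept 459 miRNAs, normalization was TMM, and the comparison was the quasi-likelihood test with Benjamini-Hochberg adjustment at an absolute log2 fold change above 0.8 and an adjusted p below 0.05. Standard errors were computed from the log2 fold change and the test's F statistic. PCA used log2(CPM + 1). A difference in single values was tested with a two-sided exact permutation test, for which 0.1 is the smallest p with 3 rats against 3. The miRNAs named in the text are those that Fig. 1D or the paper's text names, members of the miRNA sets where a set is reported, and any past both thresholds outside Fig. 1D. miR-210-3p, miR-27a-5p, miR-203b-3p and the miRNAs listed at 0 were chosen for naming after their values were seen, as were the miRNAs named for the second axis among the libraries. The 9 miRNA sets were written by hand after Fig. 1D had been read and before the counts were examined. All but the miR-290-295 cluster were tested with limma's camera. That cluster had 0 members past the filter, so its members were compared by their counts in each library.

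Total counts ranged from 13464349 to 23770677 per library, so 3 counts, taken as the smallest amount that can be told from 0, correspond to between 0.126 and 0.223 CPM. A fold change against a group with at most 3 counts in every library is given as a lower bound. Counting error alone is covered by this limit, since reads without molecular identifiers are not independent molecules. Libraries of one group differed by a chi-square of 59.0 to 635 per degree of freedom, so no library was a copy of another. The pairing of rats used for the replicate block comes from the replicate numbers in the labels alone.

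The test was tried on simulated data with the real library sizes. With 200 of 459 miRNAs changed by a log2 fold change of 1.5, it recovered 193 and called 0 others. With 30 changed it recovered 28 and called 1 other, and with 0 changed it called 0. Here miRNAs were drawn independently, whereas many miRNAs in the real libraries followed a second axis. With an axis planted on 200 miRNAs and 0 changed, the same test called up to 78 over 5 draws. With that axis and 30 changed, it recovered a median of 22 and called 0 others. Changes smaller than 1.5 were not simulated.

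The alternatives set before the data were examined were no filter, a minimum of 10 counts in every library, total counts, RLE normalization, DESeq2, edgeR's exact and likelihood ratio tests, limma-voom, the replicate block, other fold change thresholds, and leaving out each rat. After seeing the data, edgeR's exact and likelihood ratio tests with no filter, a fit with 1 surrogate variable, and sets and precursors without the members named in Fig. 1D were added. Some rules for reading a test were also set after its values were seen. A set with fewer than 80% of its listed members tested was taken as unable to rule a source out, members at or under 3 counts were taken as undecided, and measures picked because they parted the libraries were taken as undecided. Unannotated miRNAs and the RT-qPCR, in situ hybridization, cell culture and behavioral experiments were not analysed here. Genome coordinates are not given, because the annotation used for names, GRCr8, is another assembly than the authors'.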

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

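The tests of library size and abundant miRNAs in this part were chosen before their result was seen, and the 2 miRNAs were picked after it. Outside the miRNAs named in Fig. 1D, 2 had an adjusted p below 0.05 from edgeR's quasi-likelihood test, both with a log2 fold change under 0.8, so neither would pass the paper's thresholds. miR-210-3p had a log2 fold change of 0.59 (standard error 0.114, adjusted p = 0.0265) and was higher in every BCP library than in every sham-operated library. miR-27a-5p had a log2 fold change of 0.74 (standard error 0.156, adjusted p = 0.0393) and was also higher in all 3 BCP libraries. Its other arm, miR-27a-3p, is named in Fig. 1D and had a log2 fold change of 0.92.

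With all 6 rats, miR-210-3p had an adjusted p below 0.05 in every test against no change, the largest being 0.0374 with at least 10 counts in every library. Leaving out each rat in turn, its log2 fold change stayed between 0.53 and 0.62, and its adjusted p ranged from 0.0451 to 0.175. miR-27a-5p was less stable. With all 6 rats its adjusted p was 0.0607 without a filter, 0.0634 with at least 10 counts in every library, 0.0556 with total counts and 0.0501 with RLE normalization, and below 0.05 in the other tests against no change. The test against a log2 fold change of 0.8 called neither miRNA. Leaving out each rat gave from 0.0531 to 0.203 for miR-27a-5p. Thinning every library to the smallest total left a median of 16 differentially expressed miRNAs, and removing the 10 most abundant miRNAs gave 19, so library size and a few abundant miRNAs did not account for the calls as a whole; these tests were not made for the 2 miRNAs singly. Reads shared with miR-27b were not tested. A biological difference remains a hypothesis, and whether other splits of the 6 animals give these 2 miRNAs was not tested.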

How the results depend on the processing

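The direction of miR-155-5p and its side of the threshold were the same under every alternative run, with a log2 fold change from 3.41 to 3.54 across the 6 fits that each left out one rat. The number of differentially expressed miRNAs, 16, was less stable. Across the same 6 fits it ranged from 8 to 20, with 8 to 20 higher, 0 to 1 lower, and 8 to 19 of those in Fig. 1D. The variance on PC1 ranged from 47.7% to 68.5%, the correlation of the group means across miRNAs from 0.989 to 0.992, and the correlation of the 5p and 3p arms from 0.662 to 0.856. With at least 10 counts in every library, the correlation of the arms was 0.526, against 0.832.

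With at least 10 counts required in every library, 10 were called higher and 1 lower; this filter removes miRNAs that are low in the sham-operated group, such as miR-155-3p and miR-147. Lower miRNAs numbered 2 with total counts, 1 with RLE normalization, 2 with edgeR's exact test and 3 with its likelihood ratio test, against 0 in the reported test, where 11 were lower at an unadjusted p below 0.05. The likelihood ratio test called 25, all 25 in Fig. 1D, and the test against a log2 fold change of 0.8 called 8, all 8 higher and in Fig. 1D. With the replicate block 18 were called, 15 of them shared with the 16. DESeq2 called 19 and limma-voom 16. The cause of these differences was not tested.

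Chosen after seeing the data, the exact test with no filter called 27 (3 lower, 27 in Fig. 1D) and the likelihood ratio test with no filter called 28 (25 higher, 3 lower, 27 in Fig. 1D; the other was miR-203b-3p). With 1 surrogate variable 25 were called, 20 higher and 5 lower, all 25 in Fig. 1D. That fit estimates its covariate from the same 6 libraries. On simulated data with 0 changed miRNAs and an axis planted on 200, it called from 0 to 88 over 5 draws, and the fit without it up to 78. With 30 changed and the axis on 200, it recovered a median of 28 and called up to 3 others, against 22 and 0 without it. With 30 changed and no axis there was no gain, with 28 recovered and up to 3 others, against 29 and up to 2 without it. In the real libraries the correlation of the surrogate variable with the condition was 0.212. The condition was protected when the variable was estimated, which favours a low correlation. This value therefore does not show that the variable is separate from the condition.

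The erythroid set passed at an adjusted p of 0.0395 and did not with the inter-gene correlation estimated per set (0.175) or without members named in Fig. 1D (0.296). The miR-17-92 and paralogous clusters moved from 8.64e-06 to 0.0674 and 0.873 in the same order. The myeloid and lymphoid set, at 2.77e-19 with all members, passed at 0.0237 with the correlation estimated per set, and the 4 tested members outside Fig. 1D gave 0.873 in the other direction. Leaving out the members that the paper calls lowers a shift by design, so the last values do not test the shift of the full sets. Since Fig. 1D had been read before the sets were written, the values with its members show no independent shift.

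Some miRNAs with no difference changed sign. miR-135b-5p had a log2 fold change of -0.0011 with total counts, -0.0035 with RLE, -0.0029 with DESeq2 and -0.12 with the surrogate variable, and miR-135a-3p had 0.0016 with the surrogate variable. Leaving out a rat gave from -0.20 to 0.34 for miR-135b-5p, from -0.14 to 0.11 for miR-135a-3p, from -0.21 to 0.018 for miR-34c-3p and from -0.11 to 0.011 for miR-34c-5p. Among the single miRNAs named, apart from miR-155-5p, the settings other than leaving out a rat kept sign and side of 0.05 for the adjusted p in 395 cases, changed only the sign in 5, made 55 pass and made 6 fail. Leaving out a rat kept both in 181 cases, changed only the sign in 7, made 7 pass and made 39 fail. These numbers leave the fold change aside. With the surrogate variable, for example, miR-449a-5p (0.784), miR-20a-5p (0.791) and miR-148a-5p (0.786) passed on adjusted p with a log2 fold change under 0.8. The 4 miRNAs of Fig. 1D removed by the filter and miR-147 and miR-155-3p are limited by depth, with few or 0 counts in the sham-operated group.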

Differences from the paper's values

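The paper reports 31 differentially expressed miRNAs, and 16 were called here. Of the alternatives set before the data were examined, edgeR's exact test (24) and likelihood ratio test (25) came within 1.5 times the paper's value and the others did not, and none reached it. Chosen after seeing the values, the exact test with no filter (27), the likelihood ratio test with no filter (28) and the fit with 1 surrogate variable (25) did as well.

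For miRNAs higher in the BCP group the paper reports 26, and 16 were called here. Of the alternatives set before the data were examined, DESeq2 (19), the exact test (22), the likelihood ratio test (22), the replicate block (18), no fold change threshold (18) and the fit without BCP rat 1 (20) came within 1.5 times the paper's value, and the others did not. For lower miRNAs the paper reports 5, and 0 were called here, with 11 lower at an unadjusted p below 0.05. None of the alternatives set before the data were examined closed the gap, the most being 3 with the likelihood ratio test. The fit with 1 surrogate variable, chosen after seeing the values, called 5.

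Of the 16 miRNAs named in Fig. 1D and not called here, 14 were called under some setting. miR-20a-5p, miR-203a-3p and miR-148a-5p were called with DESeq2, the replicate block, the exact and likelihood ratio tests with the filter and without it, and without BCP rat 1. miR-20a-5p and miR-148a-5p were also called without sham-operated rat 3, and miR-203a-3p with 1 surrogate variable. miR-20b-5p was called without BCP rat 1, and miR-20b-5p and miR-92a-1-5p with the exact and likelihood ratio tests, with the filter or without it, and with the surrogate variable. miR-18a-5p was called with both of those tests with the filter and with the surrogate variable. miR-448-5p and miR-483-5p were called with total counts, both tests with the filter or without it, and the surrogate variable, miR-448-5p also with RLE and with at least 10 counts in every library, and miR-483-5p also without sham-operated rat 3. miR-483-3p was called with the likelihood ratio test, both tests with no filter and the surrogate variable. miR-130b-3p was called with no filter in the quasi-likelihood, exact and likelihood ratio tests and without BCP rat 1, and miR-292-5p and miR-383-3p with the latter pair of tests with no filter. miR-135b-3p and miR-3594-3p were called with the surrogate variable alone. miR-19a-3p and miR-449a-5p were called under none of the settings run.

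For miR-155-5p on day 14, the paper's RT-qPCR in other rats shows a fold of about 2.6 in Fig. 1F, read by eye, against 11.3 in the sequencing counts; none of the alternatives set before the data were examined closed the gap, with folds from 10.6 to 11.6.

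The paper's text gives 1 name fewer than Fig. 1D, where 32 names were read, 27 of them higher. The paper describes the depth of sequencing per sample as above a value that 1 of the 6 libraries passes in its own Table S2. It also gives a lower limit for the share of miRNA that BCP rat 1, at 86.0% from Table S3, does not reach. It counts every listed known miRNA as detected, whereas 603 had at least 1 count.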

Other observations

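The tests of the second axis in this part were chosen after the result was seen, as was the rule that a set with fewer than 80% of its listed members tested cannot rule a source out, and the sets and precursors without the members named in Fig. 1D were added after the count table had been opened and before those tests were run.

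The real split of the 6 libraries called 16 miRNAs, and 2 of all 10 splits, the real one among them, gave at least as many. Among the 4 splits that part every same-numbered pair, 1, the real one, gave as many, and the others gave 0. A share of 1 in 4 is the smallest that this comparison can give, so it cannot rule out that the animals differ by chance, and the same-numbered rats are different animals. The other 6 splits part 1 pair each. Of these, BCP rat 1 with sham-operated rats 1 and 2 against BCP rats 2 and 3 with sham-operated rat 3 called 18, with 113 at an adjusted p below 0.05 and 196 at an unadjusted p below 0.05, against 18 and 60 for the real split. The other 5 called 0. This division sets 2 of the 3 BCP rats opposite 2 of the 3 sham-operated rats, so its calls can include effects of the condition. It gave at least as many calls as the condition in this table. The labels and the paper give no batch.

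A surrogate variable estimated with the condition protected ran along the same division, and 229 of 459 miRNAs followed it at an adjusted p below 0.05 from edgeR's quasi-likelihood test. The score was estimated from the same counts, so this number describes the axis and does not test it. Its correlation with the condition was 0.212, a value that protecting the condition tends to keep low, so it does not show the 2 to be separate. miR-9a-3p, miR-384-3p, miR-136-3p, miR-340-5p and miR-374-3p were among those that rose with the score. A technical source may be involved. Across the 6 libraries its score was correlated with the share of reads on rRNA in the paper's Table S3 (Pearson r = -0.949, exact permutation p = 0.00833, adjusted p = 0.0583 over 7 measures; Spearman rho = -0.886, exact permutation p = 0.0333; r = -0.913 without the 2 libraries farthest from the median). It was also correlated with the share of miRBase reads that the count table holds (r = -0.896, exact permutation p = 0.0292, adjusted p = 0.102; rho = -0.829, exact permutation p = 0.0583; r = -0.845 without the 2 farthest). Neither passed the adjustment, and both measures were picked because they were seen to part the libraries, so they decide nothing. No correlation of the total count with the score was detected (r = -0.427, exact permutation p = 0.467), and 6 libraries are too few to rule one of this size out. No set of cell-type miRNAs followed it (smallest adjusted p = 0.385 over 8 sets), which leaves differences in tissue composition open, since most sets were only partly tested. Nucleotide composition was not tested, since sequences were not used here. The axis cannot be told apart from RNA quality, read assignment or tissue composition, and a part played by library size is not ruled out. In the fit with the surrogate variable, 25 miRNAs were called for the real split and 23 for that division, and 0 for each of the other splits.

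Several sources of the difference between BCP and sham were weighed with miRNA sets, leaving out the members named in Fig. 1D. For meninges or vessels no shift was detected in the full set (adjusted p = 0.519, 9 of 14 members higher) or without its 2 members in Fig. 1D, miR-483-5p and miR-483-3p (adjusted p = 0.999, 9 of 12 higher, median log2 fold change 0.044). Leaving out those 2, which were lower in every BCP library, lowers a shift by design, and the coverage only just meets 80%, so this source is not ruled out. Of the sets of resident cells, for which no outcome had been written down, the neuronal set had 9 of 27 members higher, a median log2 fold change of -0.12 and an unadjusted p of 0.074, which became 0.296 after adjustment, and the oligodendrocyte set had 7 of 14 higher, a median of 0.014 and an adjusted p of 0.873. For the remaining sources fewer than 80% of listed members could be tested, so they stay open as well. For red blood cells 6 of 6 tested members were higher, with a median log2 fold change of 0.38 and an unadjusted p of 0.0463, which also became 0.296. For choroid plexus or ependyma 1 of 10 tested members was higher, with a median log2 fold change of -0.16 and an adjusted p of 0.518 from limma's camera. The adjusted values were 0.873 each for skeletal muscle, leukocyte or inflammation-associated miRNAs and the miR-17-92 and paralogous clusters. In these sets 4 of 5, 2 of 4 and 5 of 8 tested members were higher, in the same order. The leukocyte set rests on the miRNAs of Fig. 1D, since miR-146b-5p (log2 fold change 0.0011) and miR-150-5p (log2 fold change -0.13) did not follow miR-155, miR-146a, miR-147 and miR-223. In the miR-290-295 cluster, 1 member outside Fig. 1D, miR-292-3p, was higher in every BCP library, with 1 count in each against 0, which is under the 3 counts that can be told from 0 and decides nothing. Thinning to the smallest library left a median of 16 miRNAs over 20 draws (11 to 19), and removing the 10 most abundant miRNAs left 19, so neither library size nor abundant miRNAs accounts for the number.

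Changes at the precursor level are a candidate explanation for part of the difference. Across 149 precursors the log2 fold changes of the 5p and 3p arms had a Pearson r of 0.832, and across the 139 that Fig. 1D does not name r was 0.376 (permutation p = 1e-05, the smallest that 1e+05 permutations can give), with the same sign in 84. Precursors are not independent replicates, and the second axis could produce the same pattern, which was not separated from it.

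Both arms of miR-21, miR-142, miR-451 and miR-144 are listed at 0 in all 6 libraries, out of 97091691 counts in the table. In all, 150 of the 753 miRNAs are listed at 0, and for 22 of the 280 precursors with both arms listed, both arms are. For 4 arms at 0, miR-328a-5p, miR-222-5p, miR-185-3p and miR-149-3p, the other arm had at least 10000 counts. No cause was tested, and a 0 in the table is not read here as absence from the tissue. It follows that the leukocyte and red blood cell sets lack the members miR-142, miR-21, miR-451 and miR-144.

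Of the miRNA families that the paper names from other work, the tested arms of miR-124, miR-329, miR-135a and miR-34c had adjusted p from 0.611 (miR-329-5p) to 0.951 (miR-135a-3p and miR-34c-5p) in edgeR's quasi-likelihood test, so no difference was detected. Some of those reports concern another tissue or species. The paper names dorsal root ganglia for miR-1a-3p, in a sentence that also lists miR-34c-5p, and mice for miR-124 and miR-135-5p. The values here are from rat spinal cord, so they do not test those reports. miR-1-3p, for which the paper writes miR-1a-3p, was higher in every BCP rat than in every sham-operated rat, with a log2 fold change of 0.35 (standard error 0.16, adjusted p = 0.404 from the same edgeR test). miR-124-3p, for example, had a log2 fold change of -0.028 (standard error 0.0828, adjusted p = 0.935). For miR-135-5p, which the paper names without a letter, miR-135a-5p had a log2 fold change of 0.31 (adjusted p = 0.685) and miR-135b-5p 0.027 (adjusted p = 0.986), in the same edgeR test. The 3p arm of miR-135b is among the 5 lower miRNAs of Fig. 1D (adjusted p = 0.119).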
